A study of Homo sapiens with 15 samples. Its data were reported in "PIK3CA mutation in endometriotic epithelial cells promotes viperin-dependent inflammatory response to insulin" (2023).

How the data were processed

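RNA sequencing was analysed from 15 libraries of 12Z cells, an established line of human endometriotic epithelial cells. Cells received a pool of non-targeting siRNAs or a pool of siRNAs against RSAD2, each called an siRNA below. A pBabe plasmid followed 24 hours later. It was empty or carried PIK3CA H1047R, a substitution that activates the catalytic subunit of phosphatidylinositol 3-kinase. Another 24 hours after the plasmid, serum was removed for 4 hours, and 100 nM insulin or its vehicle was then given for 24 hours. Libraries were made with an mRNA kit from 500 ng of total RNA. Groups were taken from the labels, with 3 libraries in each of 5 groups.

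The authors trimmed paired-end reads with cutadapt and Trim Galore, checked them with FastQC, aligned them to hg38 with STAR and deposited the gene counts that STAR wrote for each library, as raw counts without normalisation. Tool versions were not stated. The methods name an annotation release that is numbered as a mouse release, whereas the gene identifiers in the files are human. Each file gives unstranded, forward and reverse counts; the reverse-stranded counts were used here, as in the study, and the forward-strand counts served only to compute their share per library. Of 60617 gene identifiers, 60357 matched GENCODE release 44 without the version suffix, and symbols, biotypes and hg38 coordinates come from that release. A set of 4 summary entries per library (unmapped, multimapping, outside genes, ambiguous) was kept apart from the genes.

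Gene counts totalled 16.1 to 39.7 M per library (median 24.3 M), from 23.2 to 54.3 M read pairs. Genes with a mean of at least 1 count per library were kept, which left 23184 genes. All libraries entered 1 fit in edgeR 4.0.16 (R 4.3.3) with a term per group, TMM normalisation and the quasi-likelihood F test, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Values are log2 fold changes with their standard errors (SE) or levels as CPM, the count over the TMM-scaled library size in M, and n = 3 libraries per group throughout. The fit left 10 residual degrees of freedom, and the common biological coefficient of variation was 0.0571. Comparisons were RSAD2 siRNA against non-targeting siRNA, insulin against vehicle with each vector, H1047R against empty vector with each treatment, the interaction of insulin and H1047R, and the averages of the insulin and H1047R effects. For the overlaps of calls, the number given by independent lists was computed per direction as the product of both counts of calls over the genes tested.

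A set of 22 gene lists was written before the data were examined and tested with camera in limma 3.58.1, with a preset correlation of 0.01 and, beside it, an estimated correlation and fry. They cover interferon response, inflammatory cytokines, unfolded protein response, ATF4 and amino acid response, targeting to the endoplasmic reticulum, cytosolic ribosomal proteins, ribosome biogenesis, hypoxia and glycolysis, sterol and lipid synthesis, genes repressed by insulin through FOXO, immediate early and MAPK genes, YAP and TEAD targets, extracellular matrix and adhesion, cell cycle, p53 targets, small RNA machinery, mitochondrially encoded genes, replication histones, and markers of epithelial, stromal, endothelial and immune cells. Of the 780 list entries, 777 matched a gene. The interferon, unfolded protein, endoplasmic reticulum targeting, ribosomal, hypoxia and matrix lists follow themes the study drew from these or sister samples, so they are not independent evidence of its direction. With the preset correlation 76 of 176 list tests passed, and 35 passed with an estimated correlation.

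The named genes were chosen by a rule fixed before the data were examined: RSAD2 and PIK3CA; for each comparison of 2 groups, the 6 largest rises and the 6 largest falls among genes past the threshold with a symbol, a mean of at least 1 CPM and groups that do not overlap; and from each list the 2 members with the smallest p among those past the threshold. The text gives those that matter for each comparison.

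The alternatives were DESeq2 1.42.0 with its own size factors, RLE size factors, the filter of edgeR or none, an adjusted p threshold of 0.001, the unstranded counts, only the compared groups, the replicate number as a block and each library left out in turn. A term for library batch, the removal of doubted libraries and a fit within libraries of 1 batch were added after the data were seen. The comparisons of 2 groups and the interaction were tested on simulated data with 200 changed genes; the averages were not simulated. In the siRNA comparison (22596 genes) the fit recovered 50.7% of genes changed 1.25-fold, 83.6% of those changed 1.5-fold and 95.5% of those changed 2-fold, and 7.27% of its calls were false. For the interaction these shares were 25.4%, 56.7% and 72.7%, with 8.04% false calls. Recovery was not split by count level, so none of these shares is given for genes with few counts. A list shifted by 0.2 log2 units was called in simulations of the siRNA, empty-vector insulin and vehicle H1047R comparisons, the 3 in which lists were tested. In the H1047R simulation 1 of 21 unshifted lists was also called. The simulations did not vary the correlation between list members, so false list calls under such correlation were not tested. A scan of 3' untranslated regions for 7-base sites, over 10363 genes of at least 5 CPM, placed a planted site below all shuffles at shifts of -0.05 and -0.1 log2 units; at -0.02 its z of -3.77 did not pass the lowest shuffle (-4.43). Insulin effect sizes were compared with a signed roast test of 9999 rotations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.

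Genes with near-identical copies, such as ribosomal protein pseudogenes, lose or gain reads by how STAR placed them and are reported as uncertain. Multimapping pairs (9.92% to 17.1% per library) were not counted. Intervals and errors cover variation between libraries as labelled; no library was left out of the main comparisons.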

Results

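Gene expression was measured by RNA sequencing in 12Z cells, an epithelial line from an endometriotic lesion. The 15 libraries fell into 5 groups of 3: non-targeting siRNA with empty vector and vehicle, and RSAD2 siRNA (siRSAD2) with empty vector or PIK3CA H1047R, each with vehicle or insulin. RSAD2 encodes viperin, an antiviral enzyme induced by interferon. Total gene counts were 24.3 to 29.2 M per library with the non-targeting siRNA, 26.3 to 29.3 M in siRSAD2 empty-vector vehicle cells, 16.1 to 24.3 M in siRSAD2 empty-vector insulin cells, 19.5 to 39.7 M in siRSAD2 H1047R vehicle cells and 17.2 to 33.6 M in siRSAD2 H1047R insulin cells. Insulin and H1047R were compared within siRSAD2 cells, so their effects without the knockdown were not analysed here.

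RSAD2 (ENSG00000134321.12, hg38 chromosome 2, 6865557 to 6898239, plus strand) had 3.29 ± 0.36 CPM (SD, n = 3) with the non-targeting siRNA and 0.326 ± 0.324 CPM with siRSAD2 in vehicle-treated empty-vector cells. It fell by 3.29 ± 0.42 on the log2 scale (SE, edgeR adjusted p = 6.6e-07), from 84 to 88 counts per library to 2 to 20. With siRSAD2 it had 0.331 ± 0.176 CPM after insulin, 0.899 ± 0.446 CPM with H1047R and 0.837 ± 0.0574 CPM with H1047R and insulin. The H1047R differences in RSAD2, with vehicle and with insulin, did not pass (edgeR adjusted p = 0.108 and 0.285). PIK3CA (ENSG00000121879.5, chromosome 3, 179148114 to 179240093) had 89.0 ± 4.05 CPM (SD, n = 3) with empty vector and 211 ± 12.2 CPM with H1047R in vehicle-treated siRSAD2 cells, a 2.37-fold rise (edgeR adjusted p = 2.32e-16). The log2 rise in insulin-treated cells was 1.04 ± 0.05, from 79.2 ± 2.53 to 163 ± 2.08 CPM, so both labels held in every library.

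**Figure D1:**
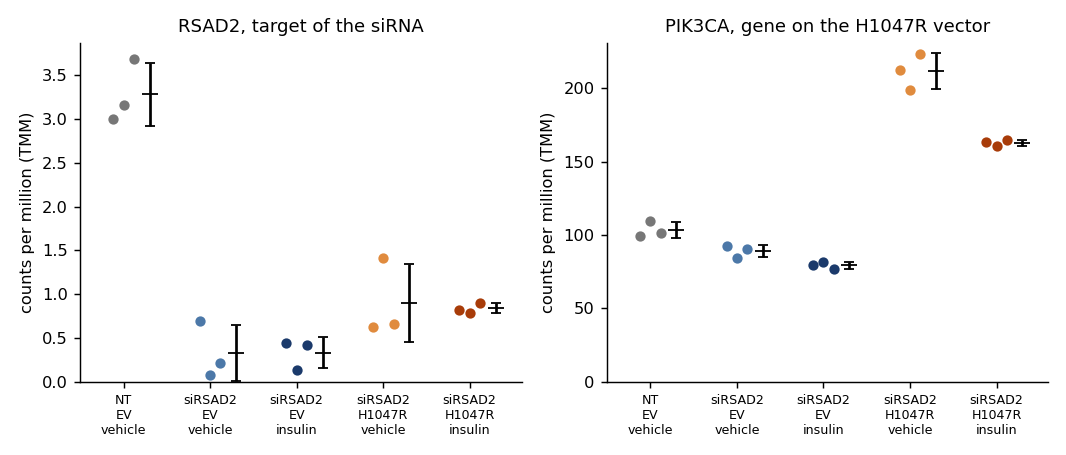
RSAD2 and PIK3CA in TMM-scaled CPM (vertical axes) in the 5 groups (horizontal axis); points are libraries and bars show the mean with SD of 3 libraries. Every siRSAD2 library has less RSAD2, and every H1047R library more PIK3CA, than every library without.

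Knockdown of RSAD2 was compared with the non-targeting siRNA to find which genes follow viperin in vehicle-treated cells. Targets of the tumour suppressor p53 rose, with 21 of 25 measured members higher, 1 lower and 3 not passing (21 and 1 adjusted over the list alone). CDKN1A, an inhibitor of cyclin-dependent kinases, rose by 1.19 ± 0.06 log2 units and MDM2, the ligase that marks p53 for degradation, by 1.12 ± 0.05. Cell cycle genes fell, 33 of 50 against 2 that rose (34 and 2 adjusted over the list alone), among them CCNA2 at -0.43 ± 0.04 and the mitotic kinesin KIF20A, which fell by 0.38 ± 0.04. Sterol and lipid synthesis genes also fell, 19 of 36 against 2 that rose (25 and 2 adjusted over the list alone). HMGCS1 and FDPS, enzymes of the mevalonate pathway, changed by -0.74 ± 0.05 and -0.66 ± 0.04. Camera gave adjusted p = 6.34e-32 for p53 targets, 1.15e-14 for the cell cycle and 2e-13 for sterol synthesis, and 0.000294, 0.00247 and 0.018 with an estimated correlation.

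Genes of the extracellular matrix and adhesion changed in both directions with siRSAD2, 41 of 76 up and 17 down (45 and 19 adjusted over the list alone), with a median of 0.23. The protease inhibitors SERPINE2 and TFPI2 rose by 1.17 ± 0.04 and 1.35 ± 0.06, and MMP1, an interstitial collagenase, rose by 2.28 ± 0.23. FAP, a fibroblast surface protease, fell by 1.72 ± 0.16. YAP and TEAD targets had 8 of 24 members up and 3 down (the same numbers adjusted over the list alone), including CCN2 at 0.93 ± 0.06 and IGFBP3 at 0.96 ± 0.07. Unfolded protein response genes had 13 of 32 up and 2 down (19 and 3 adjusted over the list alone), with modest rises of the chaperone HSPA5 (0.31 ± 0.04) and of XBP1, a transcription factor of that response (0.34 ± 0.05). Camera adjusted p values were 4.7e-12 for matrix, 4.62e-05 for YAP and TEAD targets and 0.000798 for the unfolded protein response, and 0.0257, 0.00865 and 0.0178 with an estimated correlation. The matrix and unfolded protein lists follow themes the study drew from related samples, so their counts are not independent evidence of direction.

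Cytosolic ribosomal protein genes fell, 58 of 78 with none rising (63 adjusted over the list alone), with RPS27A at -1.05 ± 0.07 and RPS23 at -0.56 ± 0.05. Their camera adjusted p was 3.91e-24 and lost its call at adjusted p = 0.0993 with an estimated correlation. In the interferon response list 19 of 64 genes fell and 5 rose (21 and 8 adjusted over the list alone), including B2M, which takes part in antigen presentation, at -0.38 ± 0.05. That list had a camera adjusted p of 0.00158, adjusted p = 0.482 with an estimated correlation, and 0.0818 without siRSAD2 empty-vector vehicle library 3. The ribosomal and interferon lists also follow the study's themes and are not independent evidence. Among lists that camera did not call, 8 of 33 inflammatory genes rose and 5 fell (adjusted p = 0.184; median -0.03, mean 0.03, test upward), with the pattern recognition protein PTX3 at 1.47 ± 0.07 and the decoy receptor TNFRSF11B at 0.90 ± 0.05. Targeting to the endoplasmic reticulum had 1 of 36 up and 8 down (adjusted p = 0.129), hypoxia and glycolysis 5 of 40 up and 8 down (0.275; median -0.01, mean 0.01, test downward), FOXO-linked genes 6 of 32 up and 11 down (0.526) and ribosome biogenesis 2 of 45 up and 5 down (0.831, test downward with a median just above and a mean just below 0). Epithelial markers had 4 of 19 down and none up (adjusted p = 0.0883; median -0.20, mean 0.03, test downward), with KRT8 at -0.34 ± 0.05 and KRT7 at -0.50 ± 0.07. Stromal markers had 6 of 17 up and 6 down (adjusted p = 0.422), endothelial markers 3 of 13 up (0.0883), immune markers 2 of 12 up (0.47; PTPRC, 1 of these, had -0.0383 without siRSAD2 empty-vector vehicle library 3), small RNA machinery 1 of 13 up and 3 down (0.831) and mitochondrially encoded genes 3 of 15 up and 1 down (0.199).

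In all, 4530 of 23184 genes changed with siRSAD2 (edgeR), 2276 up and 2254 down. Large falls besides RSAD2 included FSTL1, a secreted follistatin-related glycoprotein, at -2.08 ± 0.05 (adjusted p = 2.5e-24), LAPTM4A, a lysosomal membrane protein, at -1.84 ± 0.05, and the gap junction protein GJA1 at -1.67 ± 0.05. FSTL1 had 603 to 641 CPM per library with the non-targeting siRNA and 143 to 151 CPM with siRSAD2. DMBT1, a secreted scavenger receptor glycoprotein, rose by 2.71 ± 0.16. The siRSAD2 empty-vector vehicle library 3 held 400 genes at over 3 times the level of every other library. Of the 400, 350 were processed or unprocessed pseudogenes, and 193 of the 4530 calls were among the 400. Without it 3585 genes were called, rises of at least 2-fold dropped from 639 to 368, and the pseudogene HSPA8P1, with a rise of 3.55 ± 0.78 in all libraries, had 0.38 with an adjusted p of 0.751.

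**Figure D2:**
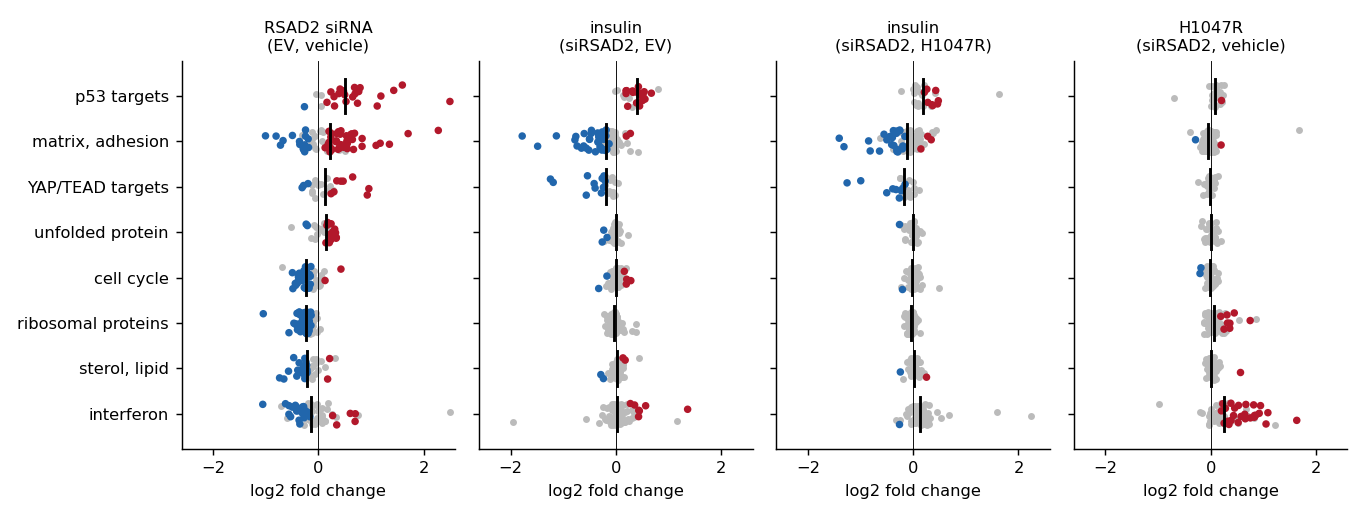
Log2 fold changes (horizontal axes) of the members of 8 gene lists (vertical axes) in 4 comparisons; points are genes, red and blue mark genes higher and lower at the adjusted threshold of 0.05, grey marks the rest, black ticks are medians and values beyond 2.5 are drawn at 2.5. The p53 targets have medians of 0.50 with siRSAD2, 0.39 with insulin in empty-vector cells and 0.18 with insulin in H1047R cells.

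Insulin was compared with vehicle in siRSAD2 empty-vector cells. Matrix and adhesion genes fell, 34 of 76 against 2 that rose (43 and 2 adjusted over the list alone). CEMIP, a hyaluronan-binding protein, fell by 1.78 ± 0.06 (371 to 383 CPM with vehicle, 104 to 115 CPM with insulin), and TFPI2 fell by 1.13 ± 0.06. YAP and TEAD targets fell in 11 of 24 cases with none rising (12 adjusted over the list alone), led by CCN2, a secreted matrix-associated growth factor binding protein, which fell by 1.24 ± 0.06. Immediate early and MAPK genes fell in 18 of 34 cases against 2 rises (22 and 2 adjusted over the list alone), with the MAPK phosphatase DUSP6 at -0.69 ± 0.05, whereas the transcription factor EGR1 rose by 1.00 ± 0.07. Inflammatory genes fell in 10 of 33 cases against 2 rises (13 and 2 adjusted over the list alone), with TNFRSF11B at -0.90 ± 0.05 and PTX3 at -0.84 ± 0.07. The p53 targets rose, 18 of 25 with none falling (20 adjusted over the list alone), MDM2 by 0.68 ± 0.05 and CDKN1A by 0.51 ± 0.06.

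Genes that insulin represses through FOXO had 15 of 32 down and 6 up in these cells (17 and 6 adjusted over the list alone). CITED2, a transcriptional coregulator, fell by 0.50 ± 0.05 and the regulatory kinase subunit PIK3R3 rose by 0.70 ± 0.06. ATF4 and amino acid response genes had 13 of 35 up and 5 down (19 and 6 adjusted over the list alone), with PSAT1, an enzyme of serine synthesis, at 0.51 ± 0.05 and DDIT4, an inhibitor of mTORC1 signalling, at 0.49 ± 0.06. Stromal markers had 4 of 17 down and 1 up (5 and 1 adjusted over the list alone), NT5E at -0.56 ± 0.05 and MME at -0.43 ± 0.05. Camera adjusted p values with an estimated correlation were 0.000259 for matrix, 2.44e-05 for YAP and TEAD targets, 0.000259 for immediate early genes, 0.00486 for inflammatory genes, 0.000133 for p53 targets, 0.00296 for FOXO-linked genes, 0.00262 for ATF4 genes and 0.00499 for stromal markers. Hypoxia and glycolysis had 7 of 40 genes down and none up, among them MXI1, an antagonist of MYC, at -0.50 ± 0.07 (camera adjusted p = 4.64e-05; adjusted p = 0.369 with an estimated correlation). The interferon list had 7 of 64 up and none down, with adjusted p = 0.706 with an estimated correlation. The matrix, hypoxia and interferon lists follow the study's themes.

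In total 1457 genes changed with insulin in siRSAD2 empty-vector cells (edgeR), 486 up and 971 down, and 520 with only these 2 groups in the fit. Insulin library 2 stood apart from libraries 1 and 3 of its group, with a chi-square per degree of freedom of up to 16.0 against at most 6.87 in all pairs within groups without it, and 1242 genes were called without it. HHIP, an inhibitor of hedgehog signalling, fell by 2.12 ± 0.15, and ECM2, a matrix protein, rose by 1.45 ± 0.27. Among the calls 83 were genes raised in the vehicle library 3 described above, and without it 947 genes were called, 237 up and 710 down. The fitted falls of the pseudogene RPL7AP60 (-6.33 ± 1.26) and of POTEF (-4.78 ± 1.00) rested on that library, which had 8.33 and 6.35 CPM of these transcripts. Without it they were -1.71 and -1.19 and did not pass.

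In siRSAD2 H1047R cells, insulin lowered many of the same lists. Matrix and adhesion genes fell in 24 of 76 cases and rose in 3 (34 and 5 adjusted over the list alone), CEMIP by 1.41 ± 0.06 and the hyaluronan receptor CD44, which fell by 0.56 ± 0.04. MMP1 fell by 1.32 ± 0.21. YAP and TEAD targets fell in 9 of 24 cases with none rising (15 adjusted over the list alone), CCN2 by 1.00 ± 0.06, ANKRD1, a muscle ankyrin repeat protein, by 1.26 ± 0.15 and CCN1, which fell by 0.50 ± 0.05. FOXO-linked genes fell in 12 of 32 cases against 2 rises (17 and 2 adjusted over the list alone), with the insulin receptor substrate IRS2 at -0.76 ± 0.07 and PIK3R3 at 0.62 ± 0.06. The p53 targets had 8 of 25 up and none down (13 and 1 adjusted over the list alone), CDKN1A at 0.43 ± 0.06 and MDM2 at 0.36 ± 0.05. Immediate early and MAPK genes had 12 of 34 down and 1 up (15 and 2 adjusted over the list alone), DUSP6 at -0.45 ± 0.05. ATF4 genes had 8 of 35 up and 2 down (18 and 5 adjusted over the list alone), inflammatory genes 4 of 33 down and 1 up (10 and 1 adjusted over the list alone) and stromal markers 4 of 17 down (6 adjusted over the list alone).

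Camera adjusted p values with an estimated correlation in these H1047R cells were 0.00102 for matrix, p53 targets, immediate early genes and ATF4 genes, 1.07e-05 for YAP and TEAD targets, 0.000633 for FOXO-linked genes, 0.021 for inflammatory genes and 0.0237 for stromal markers. Hypoxia and glycolysis had 9 of 40 down, MXI1 at -0.50 ± 0.07 and NDRG1, a gene induced by low oxygen, at -0.44 ± 0.06 (camera adjusted p = 4.84e-08; adjusted p = 0.172 with an estimated correlation). The interferon list was called upward by camera (adjusted p = 1.2e-05) and lost its call with an estimated correlation (adjusted p = 0.358). The matrix, hypoxia and interferon lists follow the study's themes. PIK3CA also fell by 0.38 ± 0.05, from a mean of 211 CPM to 163 CPM (edgeR adjusted p = 9.53e-06). In total 573 genes changed (edgeR), 112 up and 461 down, and 1272 with only these 2 groups in the fit, so which vector had more insulin calls depended on the fit. Among them were HHIP at -1.42 ± 0.14 and SUCNR1, the succinate receptor, at -1.04 ± 0.19. The count was 359 without H1047R vehicle library 1, 374 without H1047R vehicle library 3, 354 without H1047R insulin library 1 and 363 without H1047R insulin library 3.

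The insulin responses with and without H1047R were then set side by side. Of the genes called with H1047R, 435 (75.9%) were called in the same direction with empty vector, 69 higher and 366 lower, and none in opposite directions. Independent lists would share 2.35 and 19.3 genes and give 14.4 in opposite directions. CEMIP, HHIP, CCN2, TNFRSF11B and PTX3 fell in both, and no library was shared between these comparisons. The interaction of insulin and H1047R passed for 0 genes with edgeR and for 0 with DESeq2, against 1611 genes at an unadjusted p below 0.05 and 1159.2 given by chance; the smallest adjusted p was 0.493. It passed for 81 genes with no filter on low counts, and for 1 gene each without empty-vector vehicle library 1, empty-vector insulin library 1 or empty-vector insulin library 2. Among the lists the interaction of p53 targets had a median of -0.15 (camera adjusted p = 1.24e-09; adjusted p = 0.0381 with an estimated correlation), so their rise with insulin was smaller with H1047R. Averaged over both vectors insulin changed 1940 genes, 730 up and 1210 down (edgeR).

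**Figure D3:**
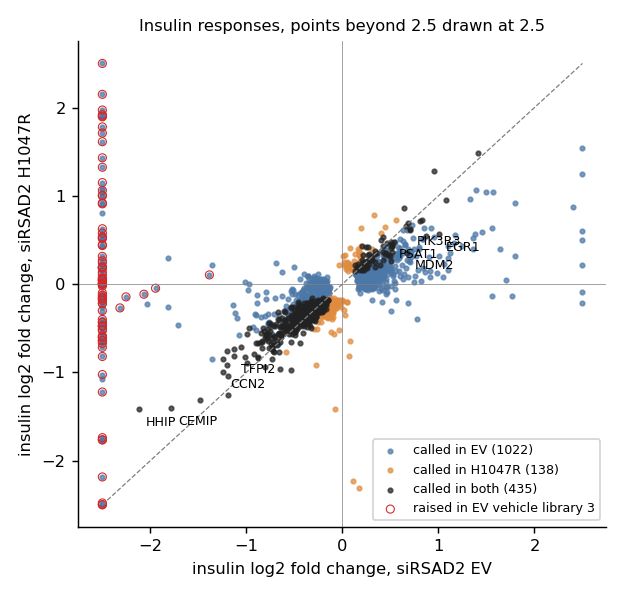
Log2 fold change with insulin in siRSAD2 empty-vector cells (horizontal axis) against that in siRSAD2 H1047R cells (vertical axis) for genes called in either; black points were called in both (435), blue with empty vector only, orange with H1047R only, and values beyond 2.5 are drawn at 2.5. The dashed line marks equal change and red rings mark the 83 called genes raised in the empty-vector vehicle library 3.

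H1047R was compared with empty vector in vehicle-treated siRSAD2 cells to find what the mutant kinase changes when RSAD2 is lowered. Interferon response genes rose, 26 of 64 with none falling (38 up and 2 down adjusted over the list alone), with a median of 0.26. The helicase DDX60 rose by 0.67 ± 0.08 (edgeR adjusted p = 2.01e-05) and IFI44 by 0.92 ± 0.11 (adjusted p = 3.21e-05). The list had a camera adjusted p of 9.03e-41 and an adjusted p = 0.0449 with an estimated correlation, and it is a theme of the study, not independent evidence. In the ATF4 list 3 of 35 rose and 1 fell (7 and 1 adjusted over the list alone), with SLC3A2, a subunit of amino acid transporters, at 0.46 ± 0.05 and ATF3 at 0.56 ± 0.09 (camera adjusted p = 0.000796; adjusted p = 0.0834 with an estimated correlation). EGR1 was higher by 0.46 ± 0.07 and the matrix protein POSTN lower by -0.29 ± 0.05.

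In all, 316 genes differed with H1047R and vehicle (edgeR), 144 up and 172 down. The 6 H1047R libraries and empty-vector insulin library 3 had 6.11% to 6.50% of their stranded counts on the forward strand, against 5.77% to 5.89% in the other 8 libraries. BEST1, a chloride channel gene with a rise of 1.85 ± 0.28, had 8.92 to 16.3 CPM in the H1047R libraries, 10.8 CPM in empty-vector insulin library 3 and 2.21 to 3.61 CPM in the other empty-vector libraries. With a term for these 7 libraries, chosen after the data were seen, 3 genes passed, and BEST1 had 0.03 ± 0.31. The 26 called interferon genes had a median of 0.61 before and 0.69 with the term, all still upward, with the median SE going from 0.10 to 0.19; the other 290 called genes went from a median size of 0.35 to 0.15 in the same direction. DDX60 had 0.70 ± 0.15 (adjusted p = 0.14) and IFI44 1.22 ± 0.21 (adjusted p = 0.0238) with the term, while SLC3A2 (0.35 ± 0.09), ATF3 (0.50 ± 0.18), EGR1 (0.49 ± 0.13) and POSTN (-0.24 ± 0.10) lost their calls as their SE grew. Ribosomal protein genes had 8 of 78 up and mitochondrially encoded genes 7 of 15 down and 1 up; with an estimated correlation their adjusted p values were 0.701 and 0.405. The ribosomal call was also lost without empty-vector vehicle library 1 (camera adjusted p = 0.304), without H1047R vehicle library 2 (0.394) and with the batch term (0.506), with which the mitochondrial list turned upward (0.0087). The count was 169 without empty-vector vehicle library 3, in which 40 of the called genes were raised, and 64, 122 and 116 without H1047R vehicle library 1, 2 or 3.

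In insulin-treated siRSAD2 cells the interferon list again rose with H1047R, 18 of 64 with none falling (35 adjusted over the list alone), with a median of 0.34 (camera adjusted p = 1.63e-55; adjusted p = 0.0148 with an estimated correlation). OASL (ENSG00000135114.12), an antiviral protein related to the oligoadenylate synthetases, rose by 1.27 ± 0.13 (edgeR adjusted p = 2e-06), OAS2, which makes oligoadenylates, by 1.15 ± 0.19, HERC5, the ligase of the ubiquitin-like protein ISG15, by 0.75 ± 0.08 and the tethering factor BST2 by 1.07 ± 0.20. With the batch term OASL had 1.33 ± 0.21 (adjusted p = 0.00223), HERC5 0.82 ± 0.13 (0.00223), OAS2 1.47 ± 0.30 (0.0357) and BST2 1.19 ± 0.31 (0.286). PIK3CA kept its rise with the term, at 1.32 ± 0.10 with vehicle and 1.09 ± 0.08 with insulin. SLC3A2 and ATF3 rose by 0.32 ± 0.05 and 0.54 ± 0.09, and lost their calls with the term at 0.24 ± 0.07 and 0.50 ± 0.14. In total 66 genes differed (edgeR), 51 up and 15 down, and 20 with the batch term. The count was 463 without empty-vector insulin library 3, 196 without empty-vector insulin library 1, 41 without empty-vector insulin library 2, and 33 and 19 without H1047R insulin library 1 or 3.

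**Figure D4:**
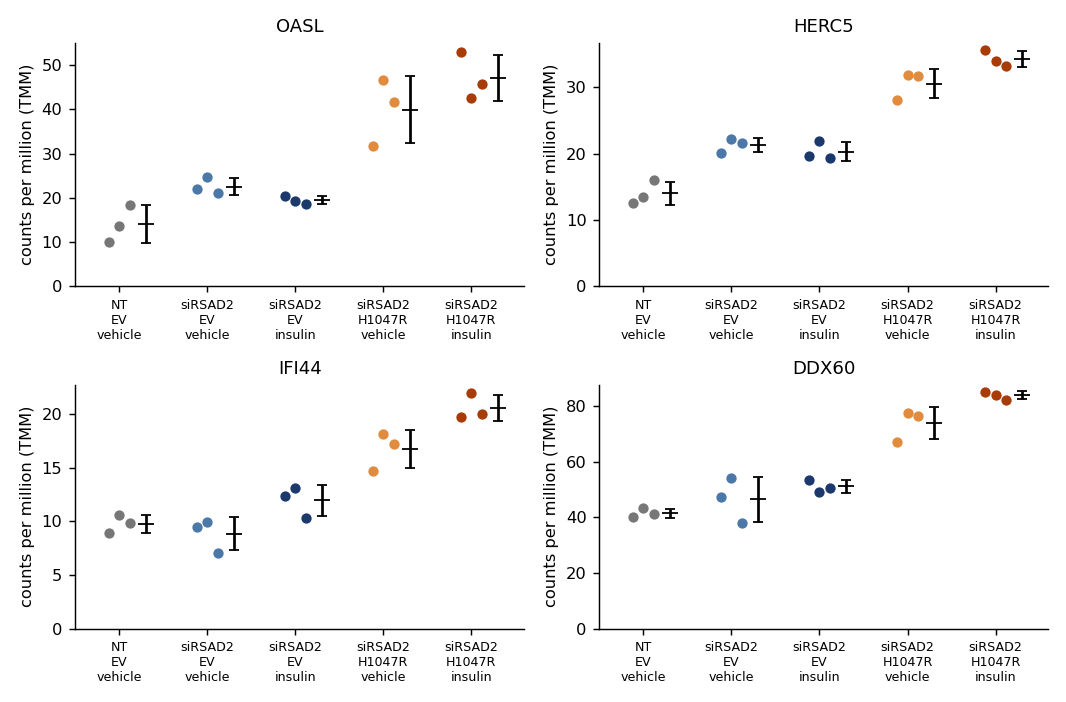
OASL, HERC5, IFI44 and DDX60 in TMM-scaled CPM (vertical axes) in the 5 groups (horizontal axis); points are libraries and bars show the mean with SD of 3 libraries. OASL rose by 1.27 and HERC5 by 0.75 log2 units with H1047R in insulin-treated cells.

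The H1047R effects with vehicle and with insulin shared 43 genes, 37 up and 6 down, with none in opposite directions, where independent lists would share 0.317 and 0.111. Averaged over both treatments H1047R changed 630 genes (edgeR), 340 up and 290 down, and 37 of 64 interferon genes rose with none falling (46 adjusted over the list alone; adjusted p = 0.00527 with an estimated correlation). With the batch term 19 genes passed for this average and 2 were shared between treatments. The average gave 1203 genes without empty-vector insulin library 3, 400 without empty-vector vehicle library 1, 341 and 388 without H1047R vehicle library 1 or 2, and 270 without H1047R insulin library 3.

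**Figure D5:**
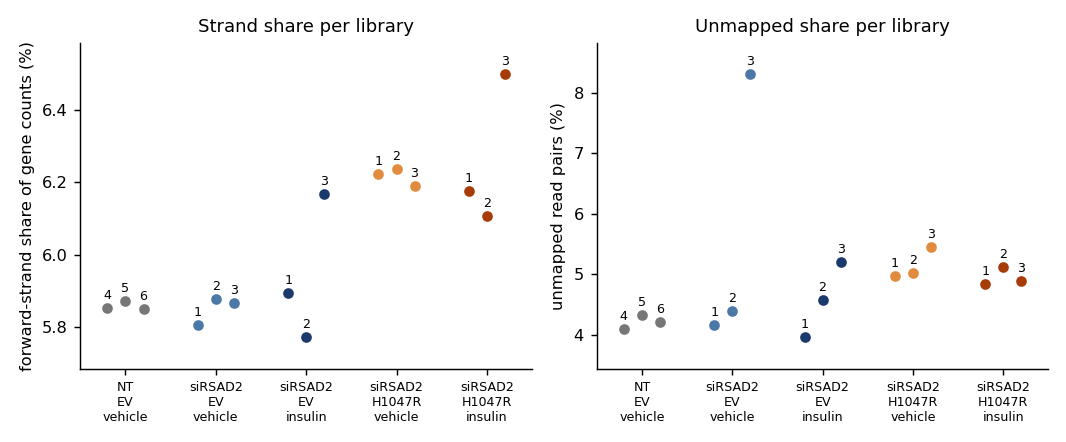
Share of stranded counts on the forward strand and share of unmapped read pairs, both in percent (vertical axes), for each library by group (horizontal axis), with replicate numbers beside the points. The H1047R libraries and empty-vector insulin library 3 lie at 6.11% to 6.50% forward-strand counts, and empty-vector vehicle library 3 has 8.31% unmapped pairs.

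The siRNA effect was compared with the insulin response in H1047R cells, in which no library was shared. Of the 573 insulin genes, 42 were higher in both and 101 lower in both, against 11 and 44.8 given by independent lists, while 214 changed in opposite directions, against 56.1. CCN2, MMP1, PTX3 and TNFRSF11B rose with siRSAD2 and fell with insulin, whereas CDKN1A and MDM2 rose with both. The interaction needed to ask whether the knockdown alters the insulin response was not analysed here.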

Values the study reported

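The study called genes at a false discovery rate below 0.001. It reported that knockdown of RSAD2 changed 2,175 genes in vehicle-treated cells, that insulin changed 576 genes after the knockdown, and that insulin changed 318 genes when the knockdown was combined with PIK3CA H1047R.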

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

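The tests on the sources of the library 3 transcripts and on the batch of the H1047R libraries were chosen after the results were seen; the test on seed sites was set before.

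In siRSAD2 empty-vector vehicle library 3, 8.31% of read pairs were unmapped, against 3.97% to 5.45% in the other libraries, and 400 genes lay over 3 times above every other library. Of these 87.5% were processed or unprocessed pseudogenes, against 4.73% of 14914 background genes with a minimum of 0.5 CPM. Many raised genes were nearly absent from the other libraries, so the background may differ from them in level. Reads from another organism, which align to near-identical copies of conserved genes, could give this pattern. Immune cells are argued against, since 4.55% of 22 immune markers (PTPRC alone) were raised, and genomic DNA is argued against, since 3.35% of pairs lay outside genes, below the 3.48% to 5.19% of the others. The library belongs to a group whose other members lacked the pattern, so no biological explanation was tested. The source stays open, and counts without this library stand beside the comparisons that use it.

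The forward-strand share was higher in empty-vector insulin library 3 (6.17%), H1047R vehicle libraries 1 to 3 (6.22%, 6.24% and 6.19%) and H1047R insulin libraries 1 to 3 (6.18%, 6.11% and 6.50%) than in the remaining libraries (5.77% to 5.89%). If a library batch caused the 316 H1047R calls with vehicle, empty-vector insulin library 3 should resemble the H1047R insulin libraries in them. In the 26 interferon members it lay at a median of -0.216 of the way from libraries 1 and 2 of its group to the H1047R libraries (quartiles -0.751 to -0.0743), which argues against batch as the cause of the interferon rise. In 287 other called genes it lay at 0.902 of the way (quartiles 0.498 to 1.35), so these changes may reflect batch instead of H1047R. An effect of H1047R on part of these genes stays open, since only 1 empty-vector library shares the batch.

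The 4530 siRSAD2 calls can hold effects of the siRNA on other transcripts. The 7-base site with the lowest score in 3' untranslated regions, GGCAAGT, had z = -14.5 (lowest of 100 shuffles -5.01; lowest in other comparisons -7.81), and 37.9% of genes with 1 site fell against 18.0% of genes without. The RSAD2 transcript holds 1 copy of the site, at position 433 in its coding part, as 19.0% of expressed transcripts do. A site of another sequence, GATCTGA, had z = -8.02. It occurs once in the RSAD2 transcript, at position 1090 in its coding part, and in 19.2% of expressed transcripts. Seed-matched repression by 1 or more siRNAs of the pool is therefore a candidate explanation for part of the falls. Falls with a GGCAAGT site include FSTL1 and GJA1 among 12 of the 20 largest at 5 CPM or more. Sites of GATCTGA in these genes were not counted. The siRNA sequences of the pool were not analysed here. The siRNA groups share 0 replicate numbers, so a difference between days cannot be told apart from the siRNA. Loss of viperin stays open as a cause of the rest.

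The effect of insulin differed between vectors for 4 lists by camera: inflammatory genes (adjusted p = 0.0387), immediate early and MAPK genes (0.000623), matrix and adhesion genes (3.59e-08) and p53 targets (1.24e-09). With an estimated correlation these were 0.391, 0.162, 0.162 and 0.0381, and the inflammatory call was lost without 6 of the 12 libraries (adjusted p = 0.0548 to 0.217).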

How the results depend on the processing

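The fits with a library batch term, without doubted libraries or within libraries of 1 batch were chosen after the data were seen; all other alternatives were set before the data were examined. RLE size factors, the edgeR filter and unstranded counts kept every count of calls within 1.5 times. Depth limits low transcripts most: RSAD2 had 2 to 20 counts after siRSAD2 in vehicle-treated empty-vector cells. Except where a threshold, a filter or fewer libraries set the number by construction, the cause was not tested.

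At an adjusted p below 0.001, edgeR called 1761 genes for siRSAD2, 353 and 205 for insulin with empty vector and H1047R, 11 and 13 for H1047R with vehicle and insulin, and 651 and 79 for the insulin and H1047R averages. DESeq2 at that threshold called 2195, 573, 312, 58, 24, 919 and 151. The overlaps were then 177 (insulin), 7 (H1047R) and 28 (siRSAD2 with insulin) in edgeR, and 255, 10 and 57 in DESeq2. DESeq2 at 0.05 called 154 genes for H1047R with insulin. With no filter on low counts H1047R gave 707 genes with vehicle, 418 with insulin, 1014 on average and 157 shared, and the interaction gave 81. With only the compared groups in the fit, insulin gave 520 genes with empty vector and 1272 with H1047R, H1047R gave 546 with vehicle and 39 with insulin, and the overlap of siRSAD2 with insulin was 330.

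With the batch term H1047R gave 3 genes with vehicle, 20 with insulin, 19 on average and 2 shared; with vehicle library 3 of the empty-vector cells also left out it gave 4 with vehicle and 19 on average. Without empty-vector vehicle library 3 and empty-vector insulin library 3, insulin gave 785 genes with empty vector, and H1047R gave 574 with insulin, 1168 on average and 140 shared. Leaving out each library in turn gave 3413 to 4010 genes for siRSAD2, 947 to 1844 and 354 to 416 for insulin with empty vector and H1047R, 64 to 305 and 19 to 463 for H1047R with vehicle and insulin, 0 to 1 for the interaction, 1511 to 2152 for the insulin average and 270 to 1203 for the H1047R average.

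Of 176 list tests 76 passed with the preset correlation and 35 with an estimated correlation. Of the named genes, 42 to 122 kept their calls without each library in turn, among the 56 to 136 that use that library, and 45 of 72 without H1047R vehicle library 1. Reversed values were as follows. The ribosomal list for insulin with H1047R turned without H1047R vehicle library 2 (camera adjusted p = 0.74; range without each library 5.39e-06 to 0.74). The mitochondrial list turned upward with the batch term for H1047R with vehicle (0.0087), insulin (0.00302) and on average (0.000845). PTPRC with siRSAD2 was -0.0383 without empty-vector vehicle library 3 (range without each library -0.0383 to 2.19), and -0.0364 without that and empty-vector insulin library 3. PRC1-AS1, which overlaps a gene on the other strand, was -0.0611 for H1047R with unstranded counts. With the batch term the H1047R change with vehicle was -0.28 for SNX32, 0.92 for MTCO1P40, 0.27 for RPL31P49, 0.22 for BCYRN1, 0.19 for LINC03061, -0.11 for RPL26 and 0.0627 for MT-ND2.

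The non-targeting libraries carry other numbers than the siRSAD2 libraries, so no paired fit was possible for siRSAD2. In the 12 siRSAD2 libraries with the replicate number as a block, insulin gave 1337 genes with empty vector and 522 with H1047R, H1047R gave 271 with vehicle and 73 with insulin, the interaction gave 0 (edgeR), and the averages gave 1822 and 547, so no count moved by over 1.5 times. Libraries of the same number correlated at -0.18 to 0.21 (median -0.01), 3 of 18 pairs above 0.1, and 6 of 12 libraries correlated best with their own number, so the numbers did not pair the libraries.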

Other observations

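Some gene groups outside the themes above also moved with siRSAD2. Immediate early and MAPK genes had 13 of 34 up and 5 down (14 and 6 adjusted over the list alone), yet EGR1 fell by 1.31 ± 0.07 and the survival factor MCL1 fell by 0.83 ± 0.05 (camera adjusted p = 0.000562; adjusted p = 0.0827 with an estimated correlation). ATF4 genes had 14 of 35 up and 8 down (16 and 9 adjusted over the list alone), with the glycoprotein hormone STC2 at 0.51 ± 0.06 (0.0244; adjusted p = 0.0994 with an estimated correlation). Replication histones had 7 of 20 up and 1 down (7 and 3 adjusted over the list alone), with the linker histone H1-2 at 0.97 ± 0.06 and H2BC12 at 0.95 ± 0.06 (0.0011; adjusted p = 0.0907 with an estimated correlation). BNIP3L, a receptor for mitophagy, fell by 1.01 ± 0.06, and the insulin receptor substrate IRS1 rose by 0.70 ± 0.06.

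With insulin, the argonaute gene AGO2 fell by 0.28 ± 0.06 with empty vector and by 0.28 ± 0.06 with H1047R, and MYC fell by 0.40 ± 0.07 with empty vector. Averaged over both vectors 20 of 35 ATF4 genes rose and 5 fell, and 14 of 24 YAP and TEAD targets fell with none rising (adjusted p = 0.000451 and 5.12e-06 with an estimated correlation).

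The insulin response may be smaller with H1047R; the tests of this and of other splits were set before their results were seen. Over the 1940 genes called for insulin on average the median size was 0.25 log2 units with empty vector and 0.19 with H1047R, and 69.9% of genes changed less with H1047R. The counts of calls do not settle this, since with only the compared groups in the fit insulin gave 520 genes with empty vector and 1272 with H1047R. A signed rotation test (roast in limma, n = 12 libraries in 4 groups) gave p = 0.0036 for the interaction. Its p lay between 6e-04 and 0.0249 without each library in turn. A single empty-vector library is argued against as the cause, since the highest p without 1 of these 6 libraries was 0.0079. The p was 0.0076 with the batch term and 0.0068 without both library 3s of the empty-vector groups, alternatives chosen after the data were seen. On 1 set of simulated responses of equal size the p of roast was 0.618. The simulation did not vary noise between vectors, although empty-vector insulin library 2 stood apart from its group. Whether choosing the genes in the same libraries shifts the test under such noise was not tested. Without that library the p of roast was 0.0026.

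Other splits of the compared libraries were tested. For 3 against 3 libraries the 10 splits are too few for a share under 0.05: the real split, 1 of 10, gave 4530 genes for siRSAD2 (highest other 0), 1457 and 573 for insulin with empty vector and H1047R (1 and 0), and 316 and 66 for H1047R with vehicle and insulin (0 and 34). Of 100 splits within groups, 1, the real one, reached the 1940 genes of the insulin average (highest other 529). Of 100 for the H1047R average, 1, the real one, reached its 630 genes (383), so chance alone is excluded for both averages. These splits cannot tell H1047R from the library batch, which all H1047R libraries and only 1 siRSAD2 empty-vector library share. For the interaction the splits say nothing about chance, since each of the 100 must give at least the real 0 genes (edgeR; 1611 at an unadjusted p below 0.05, 0 with DESeq2); the highest other was 529, as among the splits of the insulin average.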
